# PICH Supports Embryonic Hematopoiesis by Suppressing a cGAS‐STING‐Mediated Interferon Response

**DOI:** 10.1002/advs.202103837

**Published:** 2022-01-17

**Authors:** Xinwei Geng, Chao Zhang, Miao Li, Jiaqi Wang, Fang Ji, Hanrong Feng, Meichun Xing, Fei Li, Lingling Zhang, Wen Li, Zhihua Chen, Ian D. Hickson, Huahao Shen, Songmin Ying

**Keywords:** cGAS‐STING, genomic stability, hematopoietic stem cells, Plk1‐interacting checkpoint helicase, type I interferons

## Abstract

The Plk1‐interacting checkpoint helicase (PICH) protein localizes to ultrafine anaphase DNA bridges in mitosis along with a complex of DNA repair proteins. Previous studies show PICH deficiency‐induced embryonic lethality in mice. However, the function of PICH that is required to suppress embryonic lethality in PICH‐deficient mammals remains to be determined. Previous clinical studies suggest a link between PICH deficiency and the onset of acquired aplastic anemia. Here, using *Pich* knock‐out (KO) mouse models, the authors provide evidence for a mechanistic link between PICH deficiency and defective hematopoiesis. Fetal livers from *Pich*‐KO embryos exhibit a significantly elevated number of hematopoietic stem cells (HSCs); however, these HSCs display a higher level of apoptosis and a much‐reduced ability to reconstitute a functional hematopoietic system when transplanted into lethally irradiated recipients. Moreover, these HSCs show an elevated cytoplasmic dsDNA expression and an activation of the cGAS‐STING pathway, resulting in excessive production of type I interferons (IFN). Importantly, deletion of *Ifnar1* or *cGAS* reverses the defective hematopoiesis. The authors conclude that loss of PICH results in defective hematopoiesis via cGAS‐STING‐mediated type I IFN production.

## 1 Introduction

Hematopoiesis is the process whereby all blood cell types are generated from hematopoietic stem cells (HSCs).^[^ ^1^ ^]^ In adult mice, this process occurs in the bone marrow; however, embryonic hematopoiesis occurs at different locations in mice, depending on the stage of embryonic development.^[^ ^2^ ^]^ Prior to embryonic day 10.5 (E10.5), primitive hematopoiesis occurs in the aorta‐gonad‐mesonephros (AGM) region.^[^ ^3^ ^]^ Following this, during the process of definitive hematopoiesis, the HSCs formed in the AGM region migrate to the fetal liver (FL) and undergo an expansion in number.^[^ ^4^, ^5^ ^]^ At E15.5, the HSCs enter the peripheral circulation, whereupon they home to the bone marrow.^[^ ^6^ ^]^ Embryonic hematopoiesis failure leads to severe developmental defects and embryonic lethality in severe cases.^[^ ^7^, ^8^ ^]^

Faithful maintenance of genome integrity in HSCs is crucial for successful hematopoiesis. Replication stress induced in stem cells by repeated rapid cell cycling is thought to be a major source of genome instability in HSCs. DNA repair deficiency results in progressive bone marrow failure (BMF) and cancer susceptibility.^[^ ^9^ ^]^ Most of inherited aplastic anemia (AA) cases are associated with DNA repair gene mutations, such as, dyskeratosis congenita (caused by mutations in *RTEL1*, *DKC1*, or *hTERC*)^[^ ^10^, ^11^, ^12^ ^]^ and Fanconi anemia (FA) (caused by mutations in any of the 22 FA genes, but most commonly *FANCA*, *FANCC* and *FANCG)*.^[^ ^13^, ^14^, ^15^, ^16^ ^]^ AA is a life‐threatening blood disorder, affecting children and adults. The pathophysiology of AA is via immune‐mediated destruction of bone marrow. Daria Babushok et al. conducted whole exome sequencing in 22 sporadic AA cases.^[^ ^17^ ^]^ Two patients exhibited missense mutations in *Pich*, a gene involved in chromosomal stability maintenance, suggesting a link between Plk1‐interacting checkpoint helicase (PICH) deficiency and defective hematopoiesis.

PICH is an SNF2 family DNA translocase that is a substrate for the key mitotic regulator, polo‐like kinase 1 (PLK1).^[^ ^18^, ^19^ ^]^ It has been reported that, during mitosis PICH associates with centromeric DNA and then, in anaphase specifically, with histone‐free threads of DNA called ultrafine bridges (UFBs) that link the separating sister chromatids.^[^ ^20^, ^21^ ^]^ UFBs arise from specific loci, including centromeres,^[^ ^22^ ^]^ common fragile sites (CFSs),^[^ ^23^ ^]^ the ribosomal DNA,^[^ ^19^ ^]^ and telomeres.^[^ ^24^ ^]^ Currently, the only method to reveal UFBs is via detection of specific proteins that bind to them. In addition to PICH, these include BLM, RPA, and RIF1.^[^ ^25^, ^26^, ^27^ ^]^ PICH deficiency in cell lines leads to a modest impairment in chromosome condensation and a defect in the resolution of UFBs.^[^ ^19^ ^]^ In the case of UFBs that arise from CFSs, the FANCD2 and FANCI proteins form foci at the termini of each UFB.^[^ ^28^ ^]^ Occasionally, a faintly stained FANCD2/I “thread” can be seen to connect the strongly stained pair of foci.^[^ ^23^ ^]^ Among the UFB binding proteins, PICH is particularly important in that it is required for the recruitment of the other proteins to UFBs.^[^ ^27^, ^29^ ^]^ A failure to resolve UFBs in a timely manner usually leads to the appearance of markers of DNA damage in the daughter cells,^[^ ^19^ ^]^ which underlines the importance of PICH in genomic stability maintenance. However, the precise function of PICH is still poorly understood, especially its in vivo role under physiological conditions. Previously, Albers et al. constructed a *Pich* conditional knock‐out (cKO) mouse line and revealed that loss of *Pich* induced chromosomal instability and embryonic lethality.^[^ ^30^ ^]^ However, the in vivo function of PICH still remain largely unknown.

In this study, we reveal a key role for PICH in embryonic hematopoiesis in mice. Our data indicate that loss of PICH promotes the expression of cytoplasmic dsDNAs and causes production of type I IFNs mediated by the activation of the cGAS‐STING pathway. Consequently, HSCs from PICH‐defective mice exhibit an impaired reconstitution potential in vitro and in vivo. These data reveal that PICH is essential for embryonic hematopoiesis and provide experimental evidence for a mechanistic link between genomic instability and defective hematopoiesis.

## 2 Results

### 2.1 PICH Is Essential for Embryonic Hematopoiesis in Mice

To define the in vivo functions of PICH, we constructed a *Pich*‐KO mouse line by deleting ten bases from exon 2 of *Pich*, which is predicted to result in the expression of severely truncated PICH polypeptide lacking all known functional domains (**Figure** **1**A). The KO efficiency of PICH in the cells from KO embryos was confirmed using western blotting (Figure 1B). As the *Pich* gene is located on the X chromosome, there is a single *Pich* allele in male mice, but two alleles in female mice. To generate *Pich*‐KO mice, we crossed *Pich* ^+/−^ female mice with WT male mice. Similar results were found in our mice model to those reported by Albers et al.; however, in our strain a small number of viable *Pich*‐KO mice were born, although the frequency was well below what would be expected according to normal Mendelian inheritance (around 4% of male offspring rather than the expected 25%) (Figure 1C).

**Figure 1:**
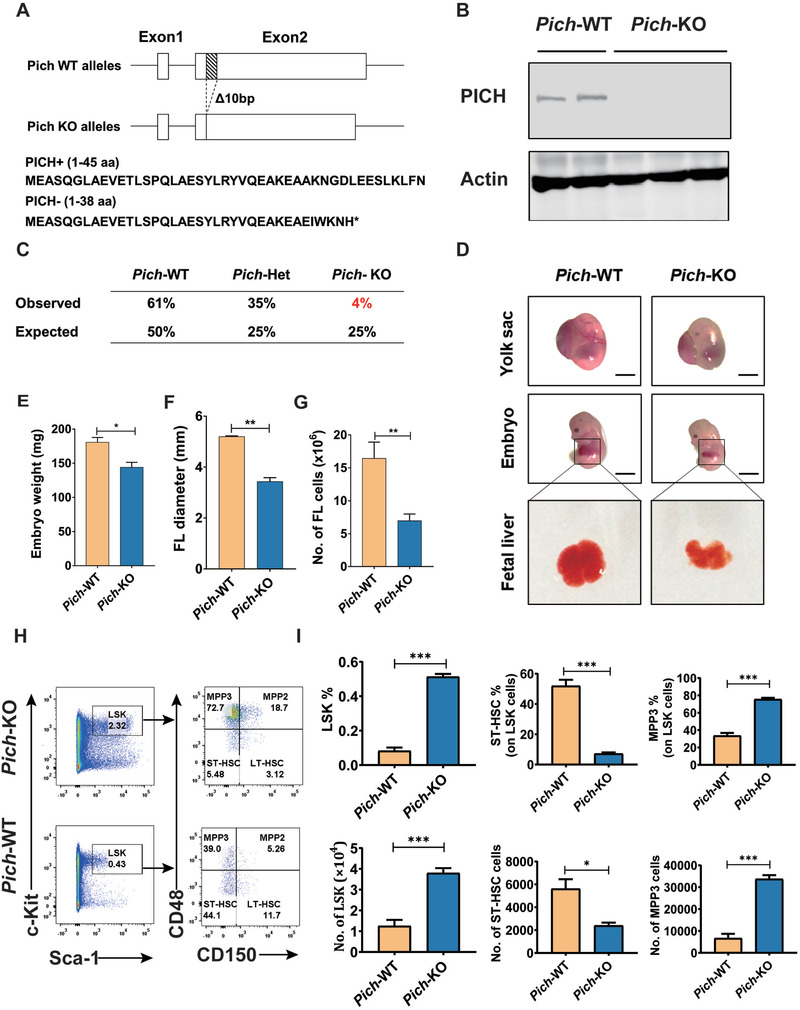
PICH is essential for embryonic hematopoiesis and development in mice. A) Schematic representation of the gene targeting strategy. *Pich* KO mice were generated using TALEN technology wherein 10 bp was deleted from the beginning of Exon 2. This would result in the expression of only a 38 aa truncated PICH peptide. B) Confirmation of the lack of PICH protein expression in the *Pich*‐KO cells, as determined by western blotting analysis of whole tissue protein extracts isolated from WT and *Pich* KO male embryos. Actin was used as a loading control. C) Genotypes of newborn mice from crosses between *Pich* ^+/−^ females and WT male mice, n = 23. D) E14.5 embryos were isolated and visualized under a dissecting microscope. Scale bar = 1 mm. A blow‐up of the fetal liver in each case is shown. E) Quantification of embryo weight. *N* = 3 for each. ∗*p* ≤ 0.05. F) Quantification of fetal liver diameter, n = 3 for each. ∗∗*p* ≤ 0.01. G) Quantification of total cell number in fetal livers, n = 5 for each. ∗∗*p* ≤ 0.01. H) Flow cytometry analysis of FL LSK cells and HSCs in *Pich*‐WT and *Pich*‐KO mice. Lin^−^ cells were gated out for LSK cells analysis. I) Percentages and cell numbers of the indicated cells in FL of WT and *Pich*‐KO mice, n = 4 for each. ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001.

Moreover, our data suggested that PICH is required for hematopoiesis. There was a clear difference in appearance and weight of the WT and *Pich*‐KO embryos (Figure 1D,E), as well as in the size and cell content of the FL (Figure 1F,G and Figure S1A, Supporting Information).

To determine the role of *Pich* in embryonic hematopoiesis, FL cells were obtained from *Pich*‐WT or *Pich*‐KO embryos and stained with a combination of slam (CD150, CD48) markers in addition to LSK markers (lineage, Sca‐1, c‐Kit). Even though the total FL cellularity was reduced, the deletion of *Pich* led to a significantly increased absolute number of LSK cells and MPP3 cells (CD150− CD48+ LSK) but a decreased number of ST‐HSCs (CD150− CD48− LSK). No obvious difference was found in the quantity of LT‐HSC (CD150+ CD48− LSK) (Figure 1H,I and Figure S1B, Supporting Information). Moreover, the progenitors’ compartments were also affected by *Pich* deletion. Increased CLP populations and decreased CMP populations were detected in *Pich*‐KO FLs (Figure S1C, Supporting Information). The cell death level of CMP, GMP, and CLP were also elevated in *Pich*‐KO FLs (Figure S1D, Supporting Information). These data suggested that PICH deficiency affected the stem and progenitor cell compartments.

### 2.2 PICH Is Indispensable for the Maintenance of Fetal Liver Hematopoietic Stem Cell Function in Mice

Through staining for the proliferation marker Ki‐67, we observed that more *Pich*‐KO LT‐HSCs were actively proliferating (**Figure** **2**A). Next, we analyzed the ability of the LT‐HSCs cells to reconstitute a functional hematopoietic system. First, we performed a single‐cell colony formation assay using sorted LT‐HSCs from FLs. After 14‐days in culture, there were no large or intermediate‐sized colonies in *Pich*‐KO group, in contrast to the WT cells (Figure 2B). Moreover, the *Pich*‐KO LSKs showed an increased level of apoptosis compared to WT cells, suggesting the functional insufficiency of *Pich*‐KO HSCs (Figure 2C). To investigate the long‐term effects of *Pich* deletion on FL HSCs in vivo, we transplanted total FL cells into lethally irradiated WT recipients (3 × 10^6^ cells per recipient). However, none of the recipient mice that adopted *Pich* KO liver cells was able to survive beyond 20 days after transplantation (compared to over 35 days for the WT liver cells) (Figure 2D). We then conducted a competitive transplantation analysis by transplanting 5 × 10^4^ whole FL cells from *Pich* KOs or their WT control littermates as donor cells (CD45.2), together with 1 × 10^5^ recipient bone marrow (BM) cells (CD45.1 hereafter), into lethally irradiated recipient mice (Figure 2E). These results indicated that *Pich* KO cells exhibit a significant defect in reconstitution capacity compared to the WT FL cells.

**Figure 2:**
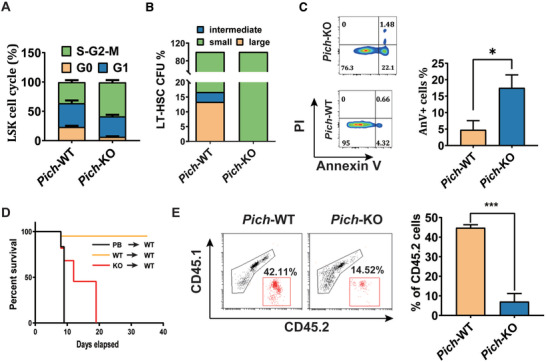
PICH is required for the maintenance of HSC function. A) Cell cycle analysis of the indicated LT‐HSCs through staining with DAPI and Ki67, n = 4 for each. ∗∗∗*p* ≤ 0.001. B) Percentage of large, intermediate, and small colonies from a single colony forming assay of sorted LT‐HSCs. C) Cell death analysis of LSK cells in FL of WT and *Pich*‐KO mice using flow cytometry, n = 3 for each. ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001. D) The survival rate of lethally irradiated WT recipients with adopted WT or *Pich* KO fetal liver cells, or PBS as a control. E) Representative FACS plots and percentage of donor‐derived bone marrow cells at 12 weeks after competitive fetal liver cell transplantation, n  for each. ∗∗∗*p* ≤ 0.001.

### 2.3 PICH Deficiency Promotes Type I Interferons Production in Fetal Liver Hematopoietic Stem Cells

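RNA of LSK cells, the Lin−Sca-1+c-Kit+ cells of the fetal liver in which hematopoietic stem cells are enriched, was sequenced from 2 *Pich*-KO and 2 *Pich*-WT samples. The authors deposited one table of 39186 genes under Ensembl identifiers, in which the reads counted on each gene are divided by one size factor per sample. The paper's text does not describe the alignment, the counting or the test used for these libraries. In each sample 100% of the values were whole multiples of one step, which gave back the reads. These came to 15195434 and 14703215 reads on genes in *Pich*-KO samples 1 and 2, and to 20933919 and 15567891 reads in *Pich*-WT samples 1 and 2. Of 39163 genes found in GENCODE M21, 97.8% had the same start and end as in the deposited table, so coordinates are given on GRCm38. The samples of a group differed by more than sampling noise, with a chi-square per degree of freedom of 14.7 between the *Pich*-KO samples and 8.18 between the *Pich*-WT samples, and each was counted as 1 replicate.

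The PICH gene, listed as *Ercc6l* (ENSMUSG00000051220), lies on chromosome X from 102141716 to 102157091 on the minus strand. Its normalized count was 1187 ± 63.8 (SD, n = 2) in *Pich*-KO and 717 ± 78.6 (SD, n = 2) in *Pich*-WT LSK cells, a log2 fold change of 0.73 (standard error 0.14, adjusted p = 0.00887 from limma with Benjamini-Hochberg adjustment). The knockout allele is a small deletion in the second exon (Figure 1A), and its transcripts are counted here, so the mRNA level does not check the genotype labels, which were taken as deposited. *Pich*-WT sample 2 had 0 reads on the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* and 699 reads on *Xist*. The other samples had 1607 reads on these Y-linked genes in *Pich*-KO sample 1, 2848 in *Pich*-KO sample 2 and 2753 in *Pich*-WT sample 1, with 4 to 13 reads on *Xist*.

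Groups were compared with limma on log2(normalized count + 1), over the 32428 genes with a mean of at least 1, with a prior variance that follows the mean and Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of low genes. At an adjusted p of 0.05, 2459 genes were higher and 3113 lower in *Pich*-KO. Macrophage genes were among the lower ones, with a median log2 fold change of −4.84 over a list of 11. A candidate explanation is fewer macrophages among the sorted *Pich*-KO cells, so lower genes need not have changed within LSK cells. The values of the 2 groups did not overlap in 56.1% of the genes tested, where chance gives 33.3%. With 2 samples against 2, an exact two-sided permutation test of one gene cannot go below p = 0.333, so every adjusted p rests on the variance that limma shares across genes. The choice that moved the counts most was this shared variance. With one prior variance for all genes in place of the trend, 0 genes passed, although 7377 had an unadjusted p under 0.05. The trend was chosen after the table had been opened and before either limma fit was run. edgeR's quasi-likelihood test on the recovered reads called 3097 genes higher and 3436 lower of 16608 tested.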

To determine the mechanism by which PICH deficiency regulates HSCs, we conducted a transcriptome‐wide gene expression analysis of *Pich*‐KO and *Pich*‐WT LSK cells. These RNA sequencing results indicated that IFN‐*β* response genes were more highly expressed in *Pich*‐KO LSK cells than in WT LSK cells (**Figure** **3**A). Additionally, the level of the type I IFN‐sensitive response protein, BST2, was also increased in the *Pich*‐KO FL cells (Figure 3A,B). 

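The 17 genes of Figure 3A were all matched in the deposited table, *Irgm3* under the name *Igtp*. Of these, 16 had a positive and 1 a negative log2 fold change in *Pich*-KO LSK cells. By limma with Benjamini-Hochberg adjustment over all genes, 15 were higher and 1 was lower at an adjusted p of 0.05, and the same counts were 15 and 1 when adjusted over the list alone. The paper shows this set as enriched in these samples, so neither count is independent evidence. Without a filter on the mean, 12 of the genes were higher past the threshold, the lowest count among the alternatives apart from the fit without a variance trend, which gave 0.

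*Ifitm3* (ENSMUSG00000025492, chromosome 7, 141009586 to 141010770) had the highest counts of the list, 22175 ± 2312 (SD, n = 2) in *Pich*-KO and 5413 ± 332 (SD, n = 2) in *Pich*-WT, a log2 fold change of 2.03 (standard error 0.09, adjusted p = 2.2e-05, limma). *Irf7* (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) reached 7234 ± 3186 against 1485 ± 183, a log2 fold change of 2.22 (standard error 0.26, adjusted p = 0.000916, limma). *Bst2* (ENSMUSG00000046718, chromosome 8, 71534255 to 71537456) reached 7071 ± 1316 against 1567 ± 151, a log2 fold change of 2.16 (standard error 0.14, adjusted p = 7.5e-05, limma). *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) rose from 128 ± 21.5 to 1906 ± 945, a log2 fold change of 3.80 (standard error 0.32, adjusted p = 0.000205, limma). The fitted log2 fold changes of the 16 genes with a positive value ran from 1.05 for *Igtp* to 3.91 for *Ifna1*. *Ifna1* had 32 and 9 reads in the *Pich*-KO samples and 1 and 0 in the *Pich*-WT samples, so its fitted value depends on the pseudocount, and against a floor of 3 reads the mean of the 2 *Pich*-KO samples was at least 8.44-fold higher. Without *Pich*-KO sample 1 the log2 fold changes of *Ifna1*, *Ifit1* and *Irf7* were 3.07, 3.28 and 1.75.

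*Acod1* was not separated between the groups. Its normalized count was 151 in *Pich*-KO sample 1 and 19.3 in sample 2, against 13.3 and 24.0 in *Pich*-WT, with an adjusted p of 0.278 (limma). Its adjusted p ran from 0.0119 with DESeq2 to 0.495 without a variance trend over the alternatives that leave the design as it is, and without *Pich*-KO sample 1 its log2 fold change was 0.10. *Il1b* was the gene that fell, from 186 ± 101 to 32.6 ± 15.6 normalized counts, a log2 fold change of −2.45 (standard error 0.47, adjusted p = 0.00887, limma). Whether this fall reflects fewer macrophages among the sorted cells was not tested. *Ifit3* and *Il6* were past the threshold with a pseudocount of 1 but not with 0.1, and neither they nor *Igtp* were past it without a filter on the mean. Of the 17 genes, 16 were higher in *Pich*-KO sample 1 than in sample 2. *Tgtp2*, *Ifit3*, *Ifi206*, *Ifi209*, *Ifi213* and the *Ifna* genes have close paralogs, and their reads could have been split among these in the authors' counting.

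A further list of 52 interferon-stimulated genes, none of them in Figure 3A, was fixed before the data were examined. Of its 51 tested genes, 46 were higher and 0 lower at an adjusted p of 0.05 over all genes (limma), and 49 and 0 when adjusted over the list alone. Their median log2 fold change was 1.80, with an adjusted p of 4.7e-35 by camera (limma) at a preset correlation of 0.01 over 9 lists. It held under fry, with an adjusted p of 0.0382, but not with the correlation estimated from the 4 samples, where the adjusted p was 0.233. Without *Pich*-KO sample 1 the median was 1.44, a value with no test. After this comparison the paper turns to how *Pich* deficiency might raise the production of type I IFNs.

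**Figure D1:**
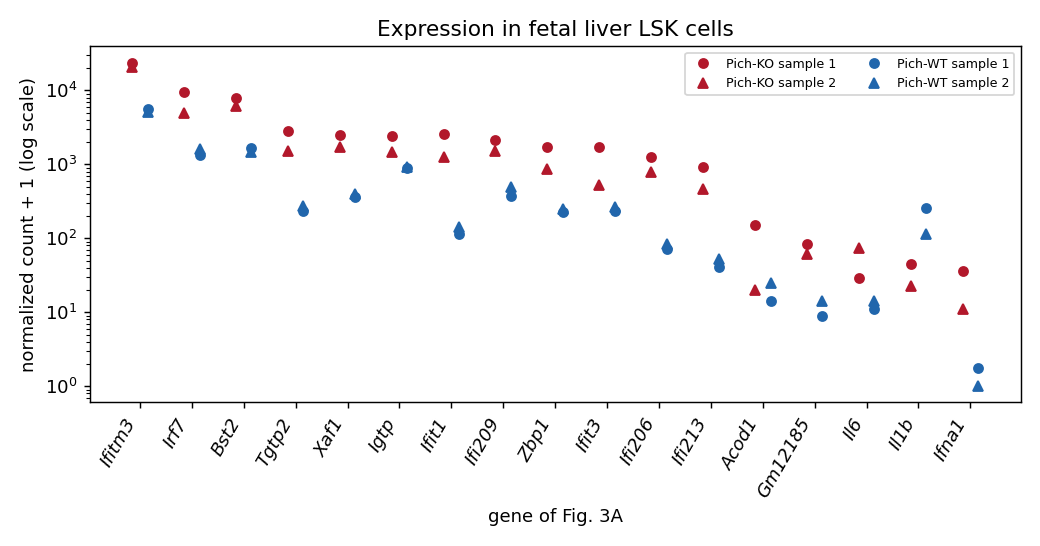
Normalized counts plus 1 (log scale) of the 17 genes of Figure 3A in each LSK sample, with *Pich*-KO in red and *Pich*-WT in blue, circles for sample 1 and triangles for sample 2. In 15 genes both *Pich*-KO samples lie above both *Pich*-WT samples, in *Il1b* both lie below, and in *Acod1* the groups overlap.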

Given that type I IFNs activate quiescent HSCs and drive their exhaustion,^[^ ^32^, ^33^, ^34^, ^35^ ^]^ we thus focused on how *Pich* deficiency might lead to increased production of type I IFNs. Type I IFN mRNAs were elevated in *Pich* ^Δ/Δ^ FL cells (conditional KO of *Pich* in hematopoietic cells using Vav‐Cre) compared to those of *Pich* ^f/f^ FL cells (Figure 3C), and LSK cells exhibited elevated IFN‐*β* expression after *Pich* deletion (Figure 3D). Moreover, IFN‐*β* content was significantly elevated in LSK cells rather than lineage positive cells or LK cells in *Pich* ^Δ/Δ^ FLs (Figure S2A, Supporting Information). The protein contents of IFIT1 and IRF7 were also elevated after *Pich* deletion (Figure 3E). We also detected increased IRF7expression both in cytoplasm and nuclear in Pich^Δ/Δ^ LSK cells (Figure S2B, Supporting Information). Therefore, we hypothesized that IRF7 mediated the downstream type I IFN signaling in our model.

**Figure 3:**
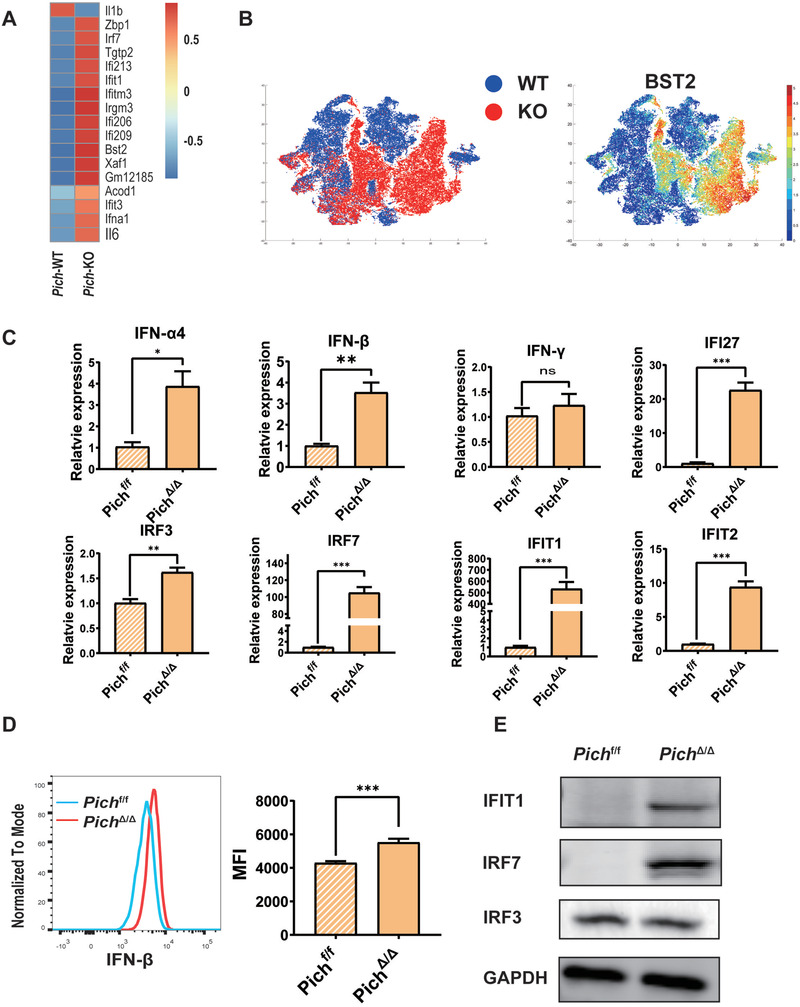
PICH deficiency induces type‐I IFN production. A) WT and *Pich*‐KO LSK cells were subjected to gene expression profiling through RNA sequencing. The enriched IFN‐*β* response gene set is shown. B) WT and *Pich*‐KO FL cells were subjected to mass spectrometry analysis, showing expression of BST2. C) mRNA expression of type‐I IFN genes in *Pich* ^f/f^ (*Pich* ^flox/flox^) and *Pich* ^Δ/Δ^ (conditional knock out of *Pich* in hematopoietic cells using vav‐cre) fetal livers, as analyzed by RT‐PCR, n = 3 for each, n = 3 for each. ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001. D) IFN‐*β* levels were determined by FACS in LSKs of *Pich* ^f/f^ and *Pich* ^Δ/Δ^ mice, n   = 7 for each. ∗∗∗*p* ≤ 0.001. E) Protein levels of IFIT1, IRF3, and IRF7 were determined by western blotting in *Pich* ^f/f^ and *Pic*h^Δ/Δ^ FLs.

### 2.4 *Ifnar1* Knock Out Reverses the Hematopoietic Stem Cell Exhaustion Induced by PICH Deficiency

Type I IFNs exert their proproliferation effect on dormant HSCs via the IFN‐*α*/*β* receptor (IFNAR).^[^ ^32^, ^33^, ^34^, ^35^ ^]^ To further validate the proproliferation action of PICH deficiency‐induced IFN production in HSCs, we generated *Ifnar1* and *Pich* double knock‐out (DKO) embryos via crossing *Pich*‐het (heterozygous) mice with *Ifnar1*‐KO mice (Figure S3A,B, Supporting Information). We noticed that DKO embryos displayed similar numbers of both LSKs and ST‐HSCs compared to WT embryos, whereas *Pich*‐KO embryos still showed a higher number of LSKs and a reduced number of ST‐HSCs compared to WT embryos (**Figure** **4**A–C). The actively cycling state of LT‐HSCs in *Pich*‐KO embryos was reversed by additional KO of *Ifnar1* (Figure 4D). Consequently, the viability of DKO LSK cells was maintained, while ≈25% of *Pich*‐KO LSK cells underwent cell death (Figure 4E). The embryonic anemia in *Pich*‐KO mice was also partially rescued by *Ifnar1* deletion (Figure 4F,G). Taken together, these data indicated that PICH preserved the dormancy of HSCs and embryonic development via suppressing type I IFN signaling.

**Figure 4:**
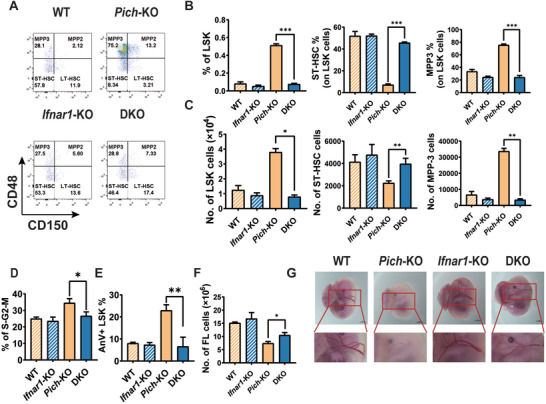
IFNAR1 deletion alleviates the HSC dysfunction in *Pich*‐KO mice. A) Flow cytometry analysis of FL HSCs in WT, *Pich*‐KO, *Ifnar1*‐KO, and DKO mice. Sca‐1^+^c‐Kit^+^ cells in the Lin^−^ cells were gated out for LT‐HSC analysis. B) Percentages of the indicated cells in WT, *Pich*‐KO, *Ifnar1*‐KO, and DKO mice, n = 3 for each. ∗p ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001. C) Cell numbers of the indicated cells in WT, *Pich*‐KO, *Ifnar1*‐KO, and DKO mice. D) Cell cycle analysis of LT‐HSCs through staining with DAPI and Ki67, n = 3 for each. ∗*p* ≤ 0.05. E) Cell death analysis of LSK cells in FL of WT and *Pich*‐KO mice using flow cytometry, n = 3 for each. ∗∗*p* ≤ 0.01. F) Quantification of total cell number in FL of WT, *Pich*‐KO, *Ifnar1*‐KO, and DKO mice, n = 3 for each. ∗*p* ≤ 0.05. G) E14.5 embryos were isolated and visualized under a dissecting microscope. Scale bar = 1mm. A blow‐up of the fetal liver in each case is shown.

### 2.5 Increased dsDNA Expression Activates cGAS‐STING Pathway after PICH Deletion

cGAS‐STING pathway activation is well defined as a major source of type I IFNs. 

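The genes of the cGAS pathway were examined in the *Pich*-KO and *Pich*-WT LSK libraries through a list of 64 members of the cytosolic DNA-sensing pathway, fixed before the data were examined because the paper's text does not name the members of its set. In the deposited table 59 members were matched and 56 were tested; *Trex1*, *Rigi*, *Ifna12*, *Ifna14* and *Ifnab* were not analysed here. At an adjusted p of 0.05 over all genes (limma, Benjamini-Hochberg), 25 members were higher and 7 lower in *Pich*-KO, and 31 and 9 when adjusted over the list alone. The list's median log2 fold change was 0.53, and its adjusted p by camera was 1.6e-05. fry gave an adjusted p of 0.032 and camera with an estimated correlation 0.138. The list shares 5 genes with Figure 3A.

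cGAS itself, listed as *Mb21d1* (ENSMUSG00000032344, chromosome 9, 78430526 to 78443237 on GRCm38), had 1254 ± 90.9 normalized counts (SD, n = 2) in *Pich*-KO and 586 ± 35.8 (SD, n = 2) in *Pich*-WT, a log2 fold change of 1.10 (standard error 0.14, adjusted p = 0.00118, limma). STING, listed as *Tmem173* (ENSMUSG00000024349, chromosome 18, 35733678 to 35740554), had 2321 ± 41.1 against 1617 ± 7.36, a log2 fold change of 0.52 (standard error 0.10, adjusted p = 0.0105, limma). The kinase genes *Tbk1* and *Ikbke* rose by log2 fold changes of 0.76 (adjusted p = 0.00875, limma) and 0.80 (adjusted p = 0.0205, limma); over the alternatives the adjusted p of *Ikbke* ran up to 0.0564 without a filter on the mean and 0.216 without a variance trend. *Irf3* had 1157 ± 88.1 against 1017 ± 52.5 normalized counts, a log2 fold change of 0.19 (standard error 0.13) that was not past the threshold (adjusted p = 0.412, limma).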

Of relevance to this, our RNA sequencing data showed that the expressions of cGAS pathway genes were highly elevated in *Pich*‐KO LSK cells, suggesting that cGAS activation might be driving type I IFN production (**Figure** **5**A). Moreover, we observed that cGAS, STING, IFIT1, and IRF7 protein expression were elevated following *Pich* deletion (Figure 5B,C), and that depletion of cGAS suppressed the production of type I interferons (Figure 5B–D and Figure S4A, Supporting Information). PICH is well known to participate in the maintenance of genomic stability, and previous work from Albers et al. showed that loss of PICH induced genomic instability in mouse embryos. Consistently, we found elevated DNA damage level in LSK cells in our model (Figure S4B,C, Supporting Information). Hence, we sought a connection between genomic instability in PICH‐deficient cells and the activation of the cGAS‐STING pathway. Cytoplasmic dsDNA, micronucleus, or chromothripsis are known activators of this pathway. We observe that deletion of *Pich* promoted the accumulation of cytoplasmic dsDNAs that colocalized to a significant degree with cGAS protein (Figure 5E). Taken together, these data suggest that *Pich* deletion promotes the production of type I IFNs via dsDNA‐mediated, cGAS‐STING pathway activation.

**Figure 5:**
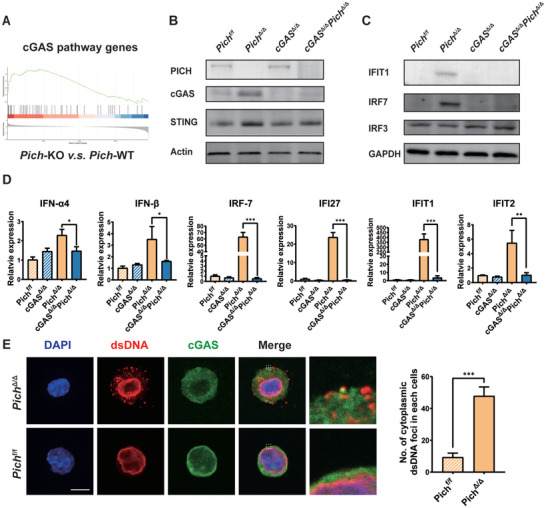
PICH deficiency promotes cGAS‐STING activation. A) WT and *Pich*‐KO LSK cells were subjected to gene expression profiling through RNA sequencing. The enriched cGAS‐STING pathway gene set is shown. B) Protein levels of PICH, cGAS, and STING were determined by western blotting in *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^ (conditional knock out of *cGAS* in hematopoietic cells using vav‐cre), and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ (conditional double knock out of *cGAS and Pich* in hematopoietic cells using vav‐cre) FLs. C) Protein levels of IFIT1, IRF7, and IRF3 were determined by western blotting in *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ FLs. D) mRNA expressions of type‐I IFN genes in *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ fetal livers, as analyzed by RT‐PCR, n = 3 for each. ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001. E) Immunofluorescence analysis of dsDNAs in LSK cells isolated from E14.5 fetal livers. A representative immunofluorescence image is shown (Scale bar = 10 µm). 100 cells per group. ∗∗∗*p* ≤ 0.001.

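Within the cytosolic DNA-sensing pathway the members did not move alike. Of 11 *Ifna* genes together, 91 and 52 reads were counted in *Pich*-KO samples 1 and 2 and 3 and 6 reads in *Pich*-WT samples 1 and 2. *Ifnb1* had 21 and 12 reads against 8 and 5, or 18.3 ± 6.55 against 5.63 ± 0.89 normalized counts (SD, n = 2; adjusted p = 0.112, limma). Of the tested members, 7 were at or under 3 reads in both *Pich*-WT samples but not in both *Pich*-KO samples, and 1 was at or under 3 reads in all samples. With the former set at their lower bounds and the latter at no change, the median of the list was 0.51. Another 12 members were counted as raised by interferon, among them *Zbp1*, *Irf7* and the genes of cGAS and STING. These 12 had a median log2 fold change of 1.01, with 7 higher and 1 lower, *Il1b*, at an adjusted p of 0.05 (limma). The 17 RNA polymerase subunits had a median of 0.53, with 11 higher and 1 lower at an adjusted p of 0.05 (limma). The 18 remaining members had a median of 0.03, with 4 higher and 5 lower, and a camera p of 0.531. Whether the lower members reflect fewer macrophages among the sorted cells was not tested. These subunits and remaining members together, 35 genes, had a median of 0.33, with a camera p of 0.00729. The subunits alone gave a camera p of 1.7e-06, so the 35 genes do not show a rise apart from the subunits. Subunits of RNA polymerases that are not in the pathway list, 14 genes, had a median of 0.48, with 6 higher and 0 lower. From the enrichment of the pathway, the paper proposes that cGAS activation might drive the production of type I IFNs.

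**Figure D2:**
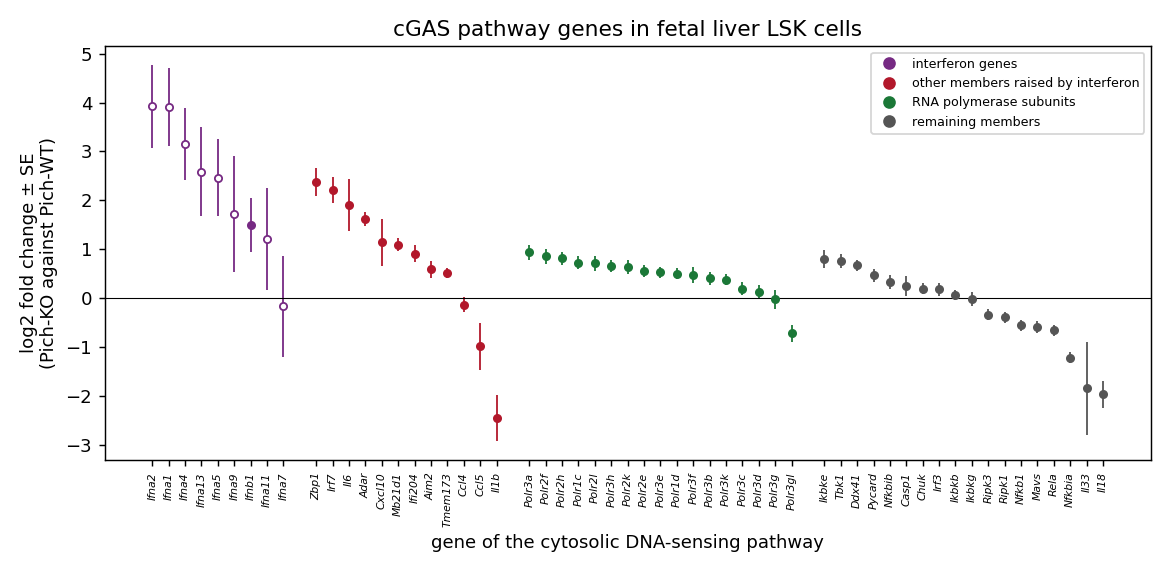
Log2 fold change (*Pich*-KO against *Pich*-WT, limma) with its standard error for the 56 tested members of the pathway, grouped as interferon genes, other members raised by interferon, RNA polymerase subunits and the remaining members; open circles mark genes at or under 3 reads in both samples of at least 1 group, whose fitted values depend on the pseudocount. The medians of the last 2 groups are 0.53 and 0.03.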

### 2.6 cGAS Activation Promotes Hematopoietic Stem Cell Exhaustion in PICH Deficiency Mice

To examine whether PICH deficiency‐induced activation of cGAS occurs in a physiological setting to promote proliferation HSCs, we generated *Pich* ^Δ/Δ^ *cGAS* ^Δ/Δ^ mice by crossing *Pich* ^Δ/Δ^ mice (conditional KO of *Pich* in hematopoietic cells using *Vav*‐Cre) with *cGAS* ^Δ/Δ^ mice (conditional KO of *cGAS* in hematopoietic cells using *Vav*‐Cre). Consistent with our hypothesis, *Pich* ^Δ/Δ^ *cGAS* ^Δ/Δ^ mice showed similar numbers of both LSKs and ST‐HSCs compared to *Pich* ^f/f^ mice, whereas *Pich* ^Δ/Δ^ mice showed a higher number of LSKs and a reduced number of ST‐HSCs in contrast to *Pich* ^f/f^ mice (**Figure** **6**A–C). The proproliferation and the elevated apoptosis characteristic of PICH deficiency were also attenuated by *cGAS* deletion (Figure 6D,E). Finally, the impaired progenitor cell compartments and embryonic anemia seen in *Pich* ^Δ/Δ^ mice were rescued by the additional deletion of *cGAS* (Figure 6F,G and Figure S5A,B, Supporting Information). We conclude, therefore, that the production of type I IFNs mediated by the cGAS‐STING pathway underlies *Pich* deficiency‐induced HSC dysfunction and subsequent embryonic lethality.

**Figure 6:**
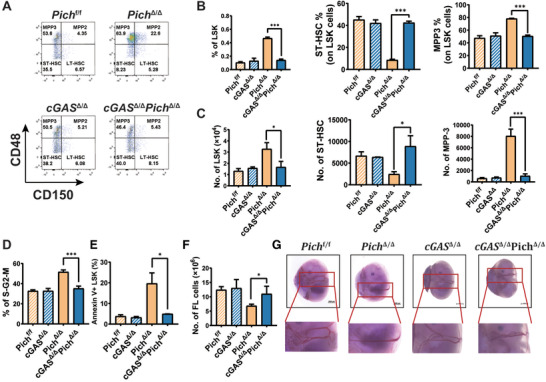
Blocking of cGAS‐STING reversed PICH deficiency‐induced HSC dysfunction. A) Flow cytometry analysis of FL HSCs in *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ mice. Sca‐1^+^c‐Kit^+^ cells in the Lin^−^ cells were gated out for LT‐HSC analysis. B) Percentages of the indicated cells in *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ mice, n = 3 for each.∗∗∗*p* ≤ 0.001. C) Cell numbers of the indicated cells in *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ mice, n = 3 for each. ∗*p* ≤ 0.05; ∗∗∗*p* ≤ 0.001. D) Cell cycle analysis of the indicated LT‐HSCs through staining with DAPI and Ki67, n = 3 for each. ∗*p* ≤ 0.05. E) Cell death analysis of LSK cells in FL of *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ mice using flow cytometry, n = 3 for each. ∗∗∗*p* ≤ 0.001. F) Quantification of total cell number in FL of *Pich* ^f/f^, *Pich* ^Δ/Δ^, *cGAS* ^Δ/Δ^, and *cGAS* ^Δ/Δ^ *Pich* ^Δ/Δ^ mice, n = 3 for each. ∗*p* ≤ 0.05. G) E14.5 embryos were isolated and visualized under a dissecting microscope. Scale bar = 1 mm. A blow‐up of the fetal liver in each case is shown.

## 3 Discussion

In this study, we investigated the role of *Pich* in embryonic hematopoiesis. We observed that a defect in embryonic hematopoiesis associated with *Pich* deficiency is responsible for the embryonic lethality of *Pich* KO mice. We then investigated the mechanism underlying this effect. We determined that elevated type I IFNs activated the cycling of HSCs, reduced the absolute number of ST‐HSCs, promoted the cell death of HSCs, and subsequently impaired the reconstitute ability of HSCs in vitro and in vivo. Deletion of the IFN‐*α*/*β* receptor IFNAR1 reversed the HSCs dysfunction in *Pich*‐KO mice. In addition, we observed that the cGAS‐STING pathway was strongly activated in *Pich*‐KO HSCs, consistent with the finding that the level of cytoplasmic dsDNA (and the colocalization between this cytoplasmic dsDNAs and cGAS) was elevated in the PICH‐deficient HSCs. These findings strongly suggest that the cGAS‐STING pathway is the key upstream signaling pathway that is driving type I IFN production. Indeed, we showed that expression of type I IFNs was reduced after cGAS deletion. Finally, the defective hematopoiesis associated with PICH‐deficient mice was also suppressed after cGAS deletion. Taken together, these data provide the first experimental evidence for a mechanistic link between PICH and hematopoiesis failure.

Our results reveal that PICH is essential for faithful hematopoiesis during embryonic development. However, no difference was found in the cell numbers and functions of bone marrow HSC between survived adult *Pich* ^Δ/Δ^ and *Pich* ^f/f^ mice (Data not show). HSCs in the FL are thought to be highly proliferative; it was estimated that FL HSCs expand by more than 100‐fold within a short period (around 5 days) during embryonic development.^[^ ^4^, ^36^, ^37^ ^]^ By contrast, the adult bone marrow HSCs are generally in a quiescent state.^[^ ^38^, ^39^, ^40^, ^41^, ^42^ ^]^ Replication stress induced in stem cells by repeated rapid cell cycling might be a major source of genome instability in *Pich* KO FL HSCs. Increasing *Rrm2* gene dosage is a well‐defined method to suppress replication stress.^[^ ^43^ ^]^ Thus, we conducted another research by crossing *Pich* het mice with RRM2 transgenic mice. However, the additional two copies of *Rrm2* gene failed to reverse the HSC dysfunctions in *Pich*‐KO FLs (Figure S6A,B, Supporting Information). These data suggested us that two additional copies of Rrm2 gene might not be sufficient to reverse the HSC dysfunction in *Pich*‐KO FLs, or that the cytoplasmic dsDNAs generated in *Pich*‐KO HSCs might not be replication‐dependent. Further research will be required to reveal the source of cytoplasmic dsDNAs in *Pich*‐KO FL HSCs.

Previous in vitro studies using cell line models have shown that PICH plays a key role in the processing of UFBs in anaphase, alongside BLM, TOP3*α*, RMI1, and RMI2. In the absence of PICH, none of these other proteins is able to recognize UFB structures.^[^ ^44^, ^45^, ^46^ ^]^ Deficiency in any of these proteins in cell lines leads to an accumulation of chromosomal abnormalities, including anaphase bridges and micronuclei.^[^ ^45^, ^46^ ^]^ In our study, we detected obvious cytoplasmic dsDNA in Pich‐KO HSCs. Cytoplasmic dsDNA was known to be generated from damaged mitochondria or genomic DNA.^[^ ^47^ ^]^ Considering the functions of PICH in the processing of UFBs, we assumed that the increased cytoplasmic dsDNA in PICH‐KO embryos might be derived from damaged genomic DNA. Interestingly, KO of TOP3*α*, RMI1, BLM, or PICH leads to embryonic lethality in mice.^[^ ^48^, ^49^, ^50^ ^]^ We propose that the lethality due to PICH deficiency induces cGAS‐STING pathway‐mediated type I IFNs production in the FL HSCs, which ultimately is the cause of defective hematopoiesis. Our data extend the connections between mitotic abnormalities and genomic instability in an in vivo setting and reveal that PICH is important for the maintenance of a functional pool of FL HSCs.

AA is a rare and potentially life‐threatening failure of haemopoiesis that results in pancytopenia and hypocellular bone marrow.^[^ ^51^ ^]^ Most cases are acquired sporadically, but there are also some unusual inherited forms. Genome maintenance genes, like FA genes, *DKC1* and *hTERC*, are known to cause BMF.^[^ ^10^, ^12^ ^]^ But those patients rarely respond to immunosuppressive therapies and can only be managed by supportive care or bone‐marrow transplantation in severe cases.^[^ ^52^ ^]^ Better understanding the pathophysiology of HSC failure in FA genes, *DKC1* or *hTERC* deficiency cases is still needed to identify effective therapeutic targets. Two FA genes, FANCD2/I, are consistently associated with PICH‐positive UFBs, suggesting a possible functional interaction between PICH and FANCD2/I.^[^ ^53^ ^]^ We would suggest a further investigation of the role of dsDNA‐cGAS‐type I IFN axis in the pathogenesis of FA is warranted.

Our findings have wider significance for our understanding of how genomic instability impacts on HSC function during embryonic development. Because PICH deficiency induces cGAS‐STING pathway‐mediated type I IFN production, as well as dysregulated embryonic hematopoiesis, our findings might explain the clinical relevance of *Pich* mutations in some cases of acquired AA. Indeed, the same underlying mechanisms might also impact the embryonic lethality induced by deletion of other genes involved in UFB resolution, such as *Blm*, *Rmi1*, or *Top3α*. Thus, we have extended the connections between genomic instability and congenital blood disorders.

## 4 Experimental Section

### Generation of PICH Knock‐Out Mice

Mice used in this work were housed at the laboratory animal center of Zhejiang University, China. All the mouse‐work was conducted in agreement with the experimental Animal Welfare and Ethics Committee of Zhejiang University. *Pich*‐KO mice were constructed by Cyagen Biosciences Inc. (Guangzhou, China). cGAS^flox/flox^ mice were purchased from Nanjing Biomedical Research Institute of Nanjing University (Jiangsu, China). *Pich* ^flox/flox^ mice and RRM2‐tg (expression additional two copies of RRM2) mice were provided by Eliene Albers and Andres Lopez‐Contreras (University of Copenhagen, Denmark). *Ifnar1* KO mice were provided by Prof. Xiaojian Wang (Zhejiang University School of Medicine). Toe clips of newborn mice were collected for DNA extraction, and the genotype was determined using the polymerase chain reaction (PCR).

### Mouse Genotyping

PICH‐KO mice were genotyped using three PCR primers: PICH_F1: (5′‐GCCAAAGAAGCAGCTAAGAATG‐3′); PICH_F2: (5′‐GAAGCCAAAGAAGCAGAGATC‐3′); PICH_R: (5′‐CCAGTCCCATATCATCTGC‐3′). A 300 bp WT fragment was amplified using primer PICH_F1 and PICH_R. A 300 bp KO fragment was amplified using primer PICH_F2 and PICH_R.

Embryo gender was identified by Sry gene PCR using the following primers: SRY_F: 5′‐GCATTTATGGTGTGGTCC‐3′; SRY_R: 5′‐CCAGTCTTGCCTGTATGTGA‐3′.

*Pich* ^f/f^ mice and *Ifnar1‐*KO mice were genotyped as described previously.^[^ ^30^, ^31^ ^]^

*cGAS* ^f/f^ mice were genotyped using two primers: cGAS_F: (5′‐CCAGAATTAGGAAATTAACCCC‐3′); cGAS_R: (5′‐GCCAGGTGACACAACATCC). A 270 bp WT fragment and a 400 bp loxp fragment was amplified using primer.

Vav‐Cre were genotyped using 2primers: vav‐cre_F: (5′‐AGATGCCAGGACATCAGGAACCTG‐3′); vav‐cre_R: (5′‐ATCAGCCACACCAGACACAGAGATC‐3′). A 250 bp Cre fragment was amplified using these two primers.

### Flow Cytometry and Cell Sorting

FLs were dissected from E14.5 embryos and disaggregated into a single cell suspension by pipetting. Cell lineages were stained with purified antibodies purchased from BD Biosciences against the following antigens: CD4, CD8, Gr‐1, B220, and Ter119. Conjugated antibodies (Streptavidin‐APC‐Cy7, c‐Kit‐APC, Sca‐1‐PE‐Cy7, CD150‐PerCP‐Cy5.5, and CD48‐FITC) were purchased from Biolegend. DAPI was used to distinguish live cells from dead cells. Cell sorting was performed using a BD Influx cell sorter.

### Immunofluorescence Staining

LSK cells from E14.5 FLs were sorted using BD Influx cell sorter and were immobilized on coverslips using cytospin. Cells were fixed in 4% paraformaldehyde for 15 min at room temperature (RT), and permeabilized with 0.5% Triton‐X100 (Sigma‐Aldrich, V900502) for 20 min at RT. After blocking with 5% bovine serum albumin (Sigma‐Aldrich, #B2064) for 40 min at RT, the cells were incubated with the corresponding primary antibodies for 10 h at 4 °C. They were then incubated with Alexa Fluor 555 or Fluor 488‐conjugated secondary antibodies against rabbit or mouse immunoglobulin G heavy and light chain (Invitrogen, A21424) for 1 h at room temperature. The nucleus was counterstained with DAPI for 10 min. Fluorescent images were captured with an automated Nikon Elipse Ni microscope or SIM microscope with Nikons‐Elements software (Nikon instruments). Antibodies against cGAS (Proteintech, 26416), dsDNA (abcam, ab27156), and IRF7 (Cell Signaling Technology, 72073S) were used.

### Western Blot Assay

FLs were dissected from E14.5 embryos and the lysates were prepared with RIPA buffer (Beyotime, P0013B) containing protease (Roche Diagnostics GmbH, 04‐693‐116‐001) and phosphatase inhibitors (Roche Diagnostics GmbH, 04‐906‐837‐001). The supernatants of cell lysates were run on gels and incubated with relevant antibodies using standard methods. Actin and GAPDH was used as a loading control. Primary antibodies used for western blot as follows: Actin (Santa Cruz Biotechnology, sc‐130300), GAPDH (Proteintech, 60004), PICH (Cell Signaling Technology, 8886), cGAS (Cell Signaling Technology, 31659), STING (Cell Signaling Technology, 50907), IFIT1 (Origene, TA500948), IRF3 (Cell Signaling Technology, 4302S), and IRF7 (Cell Signaling Technology, 72073S).

### Mass Cytometry Analysis

Total FL cells were collected and incubated with TruStain fcX (Biolegend) for FC blocking. After being washed twice with staining buffer (PBS containing 1% bovine serum albumin and 0.05% sodium azide), the FL cells were stained with a mixture of metal‐tagged antibodies (see Table S1, Supporting Information, for the complete antibodies list). All antibodies were conjugated using the MAXPAR reagent (Fluidigm Inc.). Rhodium (1:2000; Fluidigm Inc.) was added to the cells for the last 20 min of staining. Cells were fixed with 1.6% PFA (Sigma‐Aldrich) in PBS and stained with iridium (Fluidigm Inc.).The samples were analyzed on a CyTOF III machine (Fluidigm Inc.). Acquired data were processed using a Cytobank web server (Cytobank Inc.). Rhodium (Rh) and iridium (Ir) (Fluidigm Inc.) intercalators were used to identify live/dead cells.

### Colony Formation Assays

LT‐HSCs sorted from FLs were seeded into 96‐well plate (one cell per well) and the cells were cultured for 2 weeks in liquid medium supplemented with 10% FBS, 100 U mL^−1^ penicillin/streptomycin, 2 mm L‐glutamine, 5 × 10^−5^ *β*‐ME, 10 ng mL^−1^ SCF, TPO, and IL‐13. The resulting cell colonies were classified into three classes: large (containing >10 000 cells), intermediate (between 1000 and 10 000 cells), and small (<1000 cells).

### Bone Marrow Transplantation

CD45.1 recipient mice were irradiated with a lethal dose (8 Gy) of X‐rays. For normal transplantation assays, 3 × 10^6^ total FL cells (CD45.2) were injected intravenously via the tail. For competition transplantation analyses, 5 × 10^4^ CD45.2 FL cells and 1 × 10^5^ CD45.1 BM cells were injected into CD45.1 recipient mice.

### Quantitative‐Polymerase Chain Reaction Analysis

Total mRNA was extracted from FL cells following the manufacturer's instructions. RNA was reverse‐transcribed to cDNA with the PrimeScript RT reagent Kit (TAKARA), and Q‐PCR was performed on a StepOnePlue Real‐Time PCR system (Applied Biosystems) with SYBR Premix Ex Taq (TAKARA), all according to the manufacturers' manuals. The mouse primers used for the Q‐PCR were as follows:

Actin:

Forward: 5′‐GTCCACCGTGTATGCCTTCT‐3′,

Reverse: 5′‐CTCCTGGTGTCCGAACTGAT‐3′;

IFN*α*4:

Forward: 5′‐TGATGAGCTACTACTGGTCAGC‐3′,

Reverse: 5′‐GATCTCTTAGCACAAGGATGGC‐3′;

IFN*β*:

Forward: 5′‐CAGCTCCAAGAAAGGACGAAC‐3′,

Reverse: 5′‐GGCAGTGTAACTCTTCTGCAT‐3′;

IFN*γ*:

Forward: 5′‐ATGAACGCTACACACTGCATC‐3′,

Reverse: 5′‐CCATCCTTTTGCCAGTTCCTC‐3′;

IFIT1:

Forward: 5′‐CTGAGATGTCACTTCACATGGAA‐3′,

Reverse: 5′‐GTGCATCCCCAATGGGTTCT‐3′;

IFIT2:

Forward: 5′‐AGTACAACGAGTAAGGAGTCACT‐3′,

Reverse: 5′‐AGGCCAGTATGTTGCACATGG‐3′;

IFI27:

Forward: 5′‐TTCCCCCATTGGAGCCAAG‐3′,

Reverse: 5′‐AGGCTGCAATTCCTGAGGC‐3′;

IRF3:

Forward: 5′‐GAGAGCCGAACGAGGTTCAG‐3′,

Reverse: 5′‐CTTCCAGGTTGACACGTCCG‐3′;

IRF7:

Forward: 5′‐GAGACTGGCTATTGGGGGAG‐3′,

Reverse: 5′‐GACCGAAATGCTTCCAGGG‐3′;

### Statistical Analysis

GraphPad Prism 7.0 software was used for statistical analysis, and results were displayed as the means ± SEM. The unpaired and two‐tailed *t*‐test was employed for the comparisons between two groups, while analysis of one‐way ANOVA with Sidak's multiple comparisons test for comparing multiple experimental groups with a single control group. *p* values of <0.05 were considered to be statistically significant. *p* values were indicated above the graphs: ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in [GEO] at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188359, reference number 188359.

# Supplementary material for: PICH Supports Embryonic Hematopoiesis by Suppressing a cGAS‐STING‐Mediated Interferon Response
**Source:** Adv Sci (Weinh). 2022 Jan 17;9(7):2103837. doi: 10.1002/advs.202103837
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202103837

PICH supports embryonic hematopoiesis by suppressing  
a cGAS-STING-mediated interferon response

*Xinwei Geng, Chao Zhang, Miao Li, Jiaqi Wang, Fang Ji,  
Hanrong Feng, Meichun Xing, Fei Li, Lingling Zhang, Wen Li,  
Zhihua Chen, Ian D. Hickson\*, Huahao Shen\*, and Songmin  
Ying\**

## Supplementary Materials

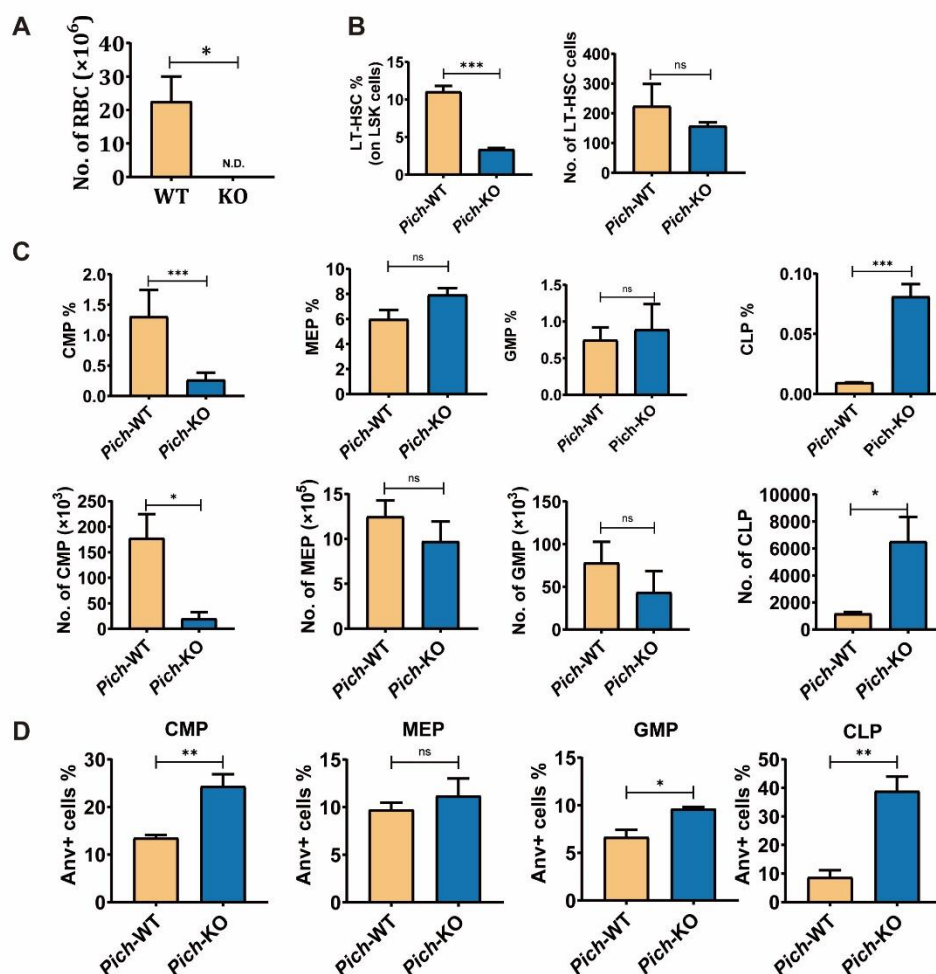

**Fig. S1 PICH deficiency affects progenitor cell compartments.** (A). The status of red blood cells in the peripheral blood was analyzed via blood routine examination. N=4 for each genotype. \* $p \leq 0.05$ . N.D. means lower than detection threshold. (B). Percentages and cell numbers of LT-HSCs in *Pich*-WT and *Pich*-KO mice. N=3 for each. \*\*\* $p \leq 0.001$ . (C). Percentages and cell numbers of the indicated cells in *Pich*-WT and *Pich*-KO mice. N=3 for each. \* $p \leq 0.05$ ; \*\*\* $p \leq 0.001$ . (D). Cell death analysis of CMP, MEP, GMP and CLP cells in FL of WT and *Pich*-KO mice using flow cytometry. N=3 for each. \* $p \leq 0.05$ ; \*\* $p \leq 0.01$ .

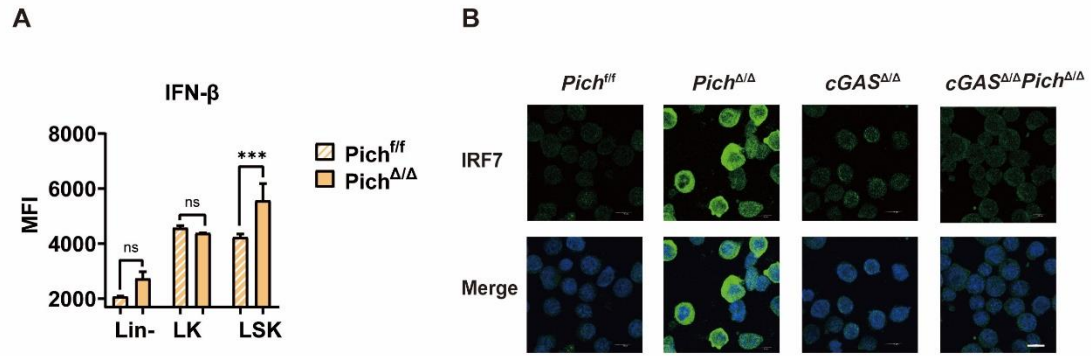

**Fig. S2 Type I IFNs activation in *Pich*-KO hematopoietic stem cells. (A).** IFN- $\beta$  levels were determined by FACS in Lin<sup>+</sup>, LK and LSK cells of WT and *Pich*-KO mice. N=5 for each. \*\*\* $p \leq 0.001$ . (B). Immunofluorescence staining of IRF7 in LSK cells isolated from E14.5 fetal livers. Scale bar=10  $\mu$ m.

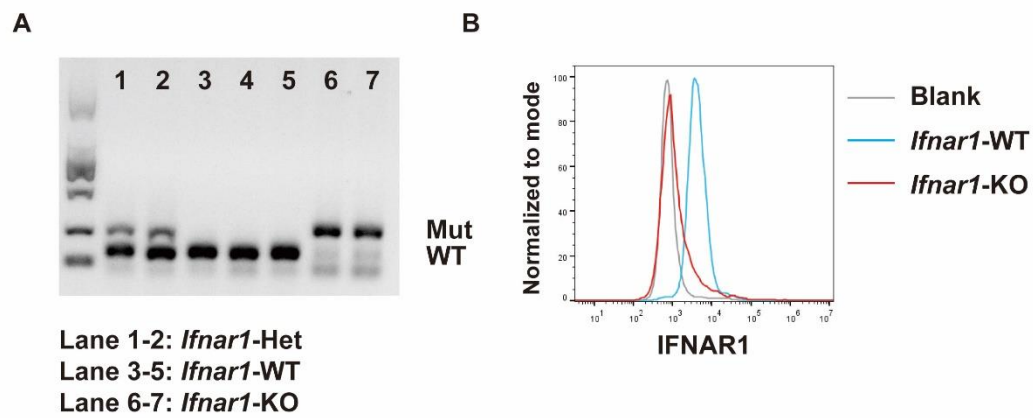

**Fig. S3 *Ifnar1* knockout efficiency analysis.** (A). Image of *Ifnar1* genotyping PCR products post DNA gel electrophoresis. (B). Surface *Ifnar1* expression levels were determined by FACS in WT and *Ifnar1*-KO spleen cells.

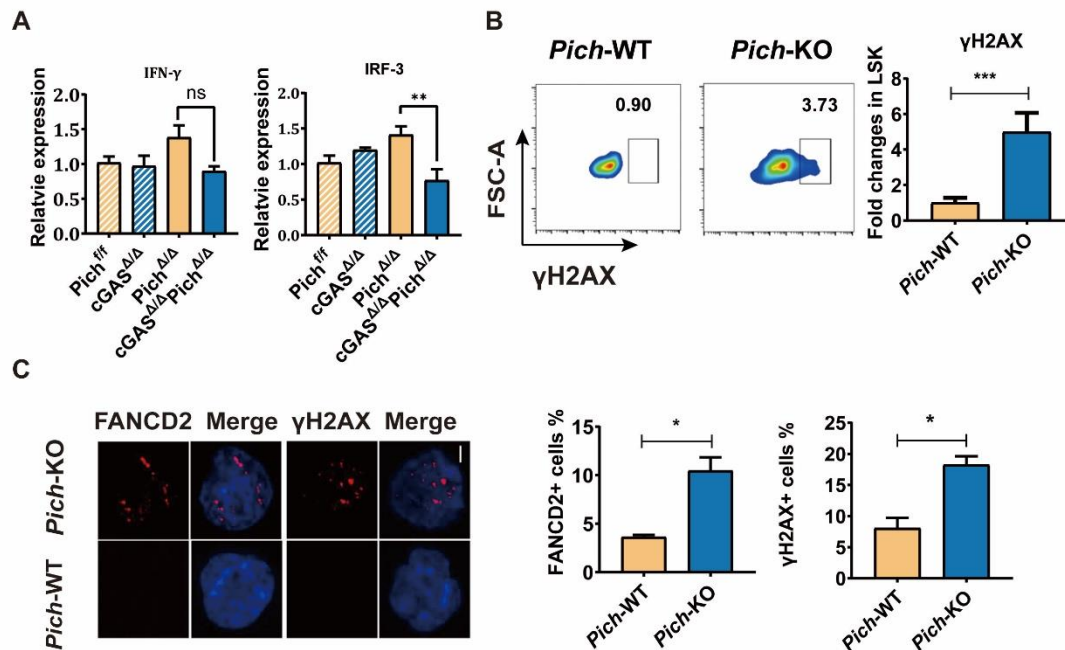

**Fig. S4 PICH deficiency induced DNA damage in hematopoietic stem cells.** (A). mRNA expression of IFN- $\gamma$  and IRF-3 in *Pich*<sup>+/f</sup>, *Pich* <sup>$\Delta/\Delta$</sup> , *cGAS* <sup>$\Delta/\Delta$</sup>  and *cGAS* <sup>$\Delta/\Delta$</sup> *Pich* <sup>$\Delta/\Delta$</sup>  fetal livers, as analyzed by RT-PCR. N=3 for each. N=3 for each. \*\* $p \leq 0.01$ . (B).  $\gamma$ -H2AX levels were determined by FACS in LSKs of WT and *Pich*-KO mice. N=4 for each. \*\*\* $p \leq 0.001$ . (C). Immunofluorescence analysis of  $\gamma$ -H2AX and FANCD2 foci in LSK cells isolated from E14.5 fetal livers. Along with quantification of the % cells displaying more than 5 foci for FANCD2 and  $\gamma$ -H2AX. N=3 for each. \* $p \leq 0.05$ .

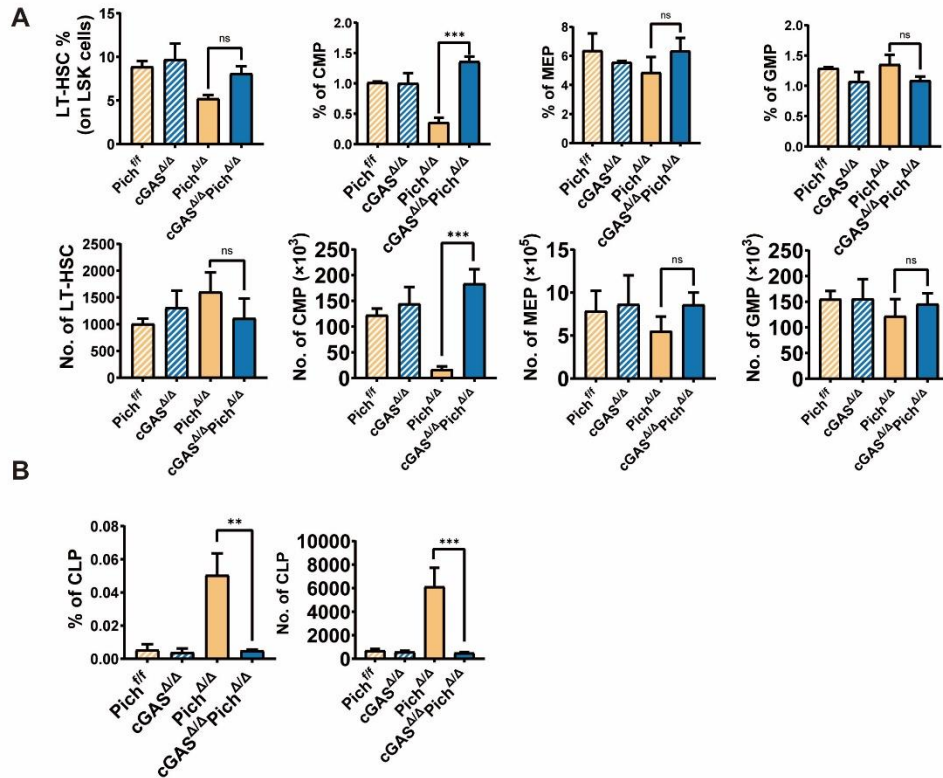

**Fig. S5 Deletion of cGAS reversed the decreased CMP and increased CLP populations in PICH deficiency embryos.** (A). Percentages and cell numbers of the indicated cells in *Pich*<sup>f/f</sup>, *Pich*<sup>Δ/Δ</sup>, *cGAS*<sup>Δ/Δ</sup> and *cGAS*<sup>Δ/Δ</sup>*Pich*<sup>Δ/Δ</sup> mice. N=3 for each. \*p ≤ 0.05; \*\*p ≤ 0.01; \*\*\*p ≤ 0.001. (B). Percentages and cell numbers of CLP in *Pich*<sup>f/f</sup>, *Pich*<sup>Δ/Δ</sup>, *cGAS*<sup>Δ/Δ</sup> and *cGAS*<sup>Δ/Δ</sup>*Pich*<sup>Δ/Δ</sup> mice. N=3 for each. \*\*p ≤ 0.01; \*\*\*p ≤ 0.001.

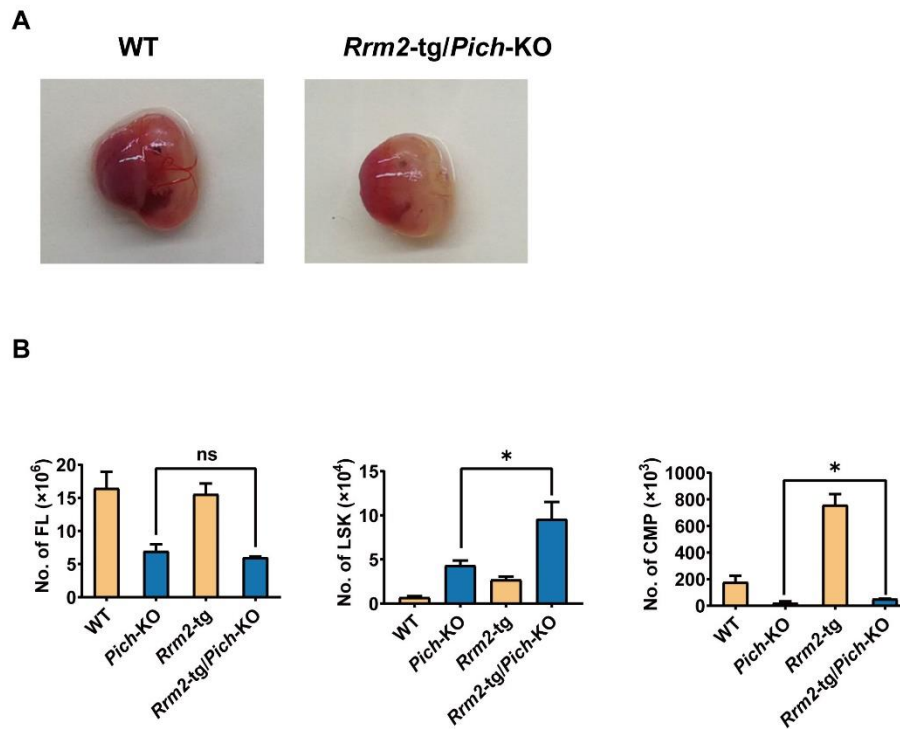

**Fig. S6 Reduce replication stress by overexpressing RRM2 fails to alleviate PICH deficiency-induced HSC dysfunction.** (A). E14.5 embryos were isolated and visualized under a dissecting microscope. (B). Cell numbers of indicated cells in FL of WT, *Pich*-KO, *Rrm2*-tg and *Rrm2*-tg/*Pich*-KO mice. N=3 for each. \* $p \leq 0.05$ .

Table S1: Mass cytometry panel

| List | mass tag | Marker         | Clone No. | Company     |
|------|----------|----------------|-----------|-------------|
| 1    | 89Y      | CD45           | 30-F11    | Fluidigm    |
| 2    | 115In    | CD3e           | 145.2C11  | Biolegend   |
| 3    | 139La    | KI67           | SolA15    | eBioscience |
| 4    | 142Nd    | MHC II         | Y3P       | Bio-Xcell   |
| 5    | 143Nd    | B220           | RA3-6B2   | Biolegend   |
| 6    | 144Nd    | CD16/32        | 93        | Fluidigm    |
| 7    | 146Nd    | CD38           | 90        | Biolegend   |
| 8    | 147Sm    | Ly6G           | IA8       | Biolegend   |
| 9    | 148Nd    | Ly6C           | HK1.4     | Biolegend   |
| 10   | 151Eu    | Flt3/CD135     | 113308    | R&D         |
| 11   | 152Sm    | CD11c          | N418      | Biolegend   |
| 12   | 153Eu    | SiglecF        | E50-2440  | BD          |
| 13   | 154Sm    | CD48           | HM48-1    | Fluidigm    |
| 14   | 156Gd    | BST2           | 44E9R     | RD          |
| 15   | 157Gd    | CD25           | 3C7       | Biolegend   |
| 16   | 158Gd    | Ter119         | Ter119    | Biolegend   |
| 17   | 159Tb    | F4/80          | C1:A3-1   | BioRAD      |
| 18   | 161Dy    | CD105/Endoglin | 209701    | R&D         |

|    |       |                |         |             |
|----|-------|----------------|---------|-------------|
| 19 | 164Dy | Ly-6A/E(Sca-1) | D7      | Fluidigm    |
| 20 | 165Ho | CD90           | T24/31  | Bio-Xcell   |
| 21 | 166Er | c-kit/CD117    | 2B8     | Fluidigm    |
| 22 | 167Er | CD150          | TC15    | Fluidigm    |
| 23 | 169Tm | CD127          | A7R34   | Biolegend   |
| 24 | 171Yb | CD41           | MWReg30 | Biolegend   |
| 25 | 172Yb | CD71           | R17217  | eBioscience |
| 26 | 173Yb | CD172a         | P84     | Biolegend   |
| 27 | 174Yb | CD9            | KMC8    | Biolegend   |
| 28 | 176Yb | IgM            | RMM-1   | Biolegend   |
| 29 | 197gd | CD4            | RM4-5   | Biolegend   |
| 30 | 198pt | CD8a           | 53-6.7  | Biolegend   |
| 31 | 209Bi | CD11b          | M1/70   | homemade    |

How the deposited data were processed for this re-analysis (not part of the article)

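RNA sequencing of LSK cells from fetal liver, 2 *Pich*-KO and 2 *Pich*-WT samples, was analysed from the table the authors deposited. Its sample values are a signal made by the authors from read counts on genes, divided by one size factor per sample. The factors, relative to *Pich*-WT sample 2, equal DESeq2's median-ratio size factors of the recovered reads. The deposited log2 fold changes of the authors had a correlation of 1 with those of DESeq2 on the recovered reads, with a largest difference of 0.001. The authors' deposited adjusted p-value is exactly 1 for 24311 genes, and the lowest mean among the genes with another value is 14.5. The authors' deposited table holds 2623 genes higher and 3181 lower at an adjusted p of 0.05, of which 2325 and 2932 were also called here by limma. The aligner, the counter and the annotation version are not given in the paper's text.

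The design fixed before the data were examined was edgeR's quasi-likelihood test for counts, and limma on log2(value + 1) where only normalized values were found. As the values are normalized, limma was the main test, with a pseudocount of 1 and genes with a mean of at least 1. Whole reads were recovered for 100% of the values in each sample, and edgeR with TMM scaling on these reads was added as an alternative after the data had been seen. The design did not state whether limma's prior variance follows the mean. This trend was chosen after the table had been opened and before either limma fit was run, and the fit without it is reported as an alternative. Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 9 lists. These were the cGAS pathway, interferon response, p53 target, G2/M, stem cell, erythroid, hepatocyte, macrophage and Y-linked lists. A second family of 7 lists was written after the values of the first had been seen and before their own values were: a separate macrophage list, myeloid, megakaryocyte-erythroid and lymphoid progenitor lists, a list of B, T and NK cell genes, an endothelial list and a list of RNA polymerase subunits outside the cGAS pathway.

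Genes named in the text are those of Figure 3A, the cGAS-STING and RT-PCR genes and others the paper names, genes that show the sex of the embryos, the members of a list with the largest and smallest change past the threshold, and the 5 genes with the largest and the 5 with the smallest log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups. A few further genes were chosen after their values were seen, and the text says so where it names them. Alternatives were a pseudocount of 0.1, no filter on the mean, at least 10 counts in every sample, a replicate block, DESeq2, edgeR with upper-quartile scaling, a minimum absolute log2 fold change of 1, fry, fgsea, camera with an estimated correlation, and leaving out each sample in turn. A term for the sex of the embryo was listed after the data had been seen but not run, because it would fit the one sample without Y-linked reads exactly and so equals leaving that sample out. Tests of the authors' scaling, for the interferon response list and between the *Pich*-KO samples, were run and then dropped, because scaling sets the median of all genes near 0 whatever its cause.

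The procedure was tested on simulated counts for 32428 genes with the means and library sizes of these samples and 200 changed genes. limma recovered 56.0% of the genes changed 2-fold and 98.0% of those changed 4-fold, with 2.53% false among its calls, and edgeR recovered 73.0% and 99.0% with 5.49% false. With no gene changed, limma called 0 genes. Of 100 unchanged lists, 3 had a camera p under 0.05. Simulated genes were independent, so this says nothing of the correlation between genes in a list. Their dispersions followed the trend with the mean exactly, so the rates do not test the choice of that trend. Changed genes were drawn above a higher minimum mean than the genes tested, so recovery of low genes was not measured.

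Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0. Depth was 14703215 to 20933919 reads on genes per sample, and a group whose samples all had at most 3 reads was taken as at the floor. Coding lengths were taken from GENCODE M21. Gene names that the deposited table does not list were not analysed here. The values of a further gene are not reported here.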

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

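The 5 genes with the largest rise in *Pich*-KO LSK cells by the rule fixed before the data were examined lie outside those the paper discusses, and all were above the *Pich*-WT level. The tests of explanations for these 5 genes, apart from those matched on gene or coding length, were chosen only after the result was seen. The p53 and G2/M lists below belong to the first family of 9 lists, which was planned. *Hsh2d* rose from 15.0 ± 5.70 to 550 ± 57.8 normalized counts (SD, n = 2), a log2 fold change of 5.15 (adjusted p = 6.2e-05, limma). *Slfn4* rose from 23.3 ± 0.94 to 576 ± 78.4, a log2 fold change of 4.56 (adjusted p = 3.7e-05, limma). *Met* rose from 45.1 ± 11.4 to 984 ± 69.6, a log2 fold change of 4.44 (adjusted p = 3.7e-05, limma). *Usp18* rose from 237 ± 10.8 to 4881 ± 2559, a log2 fold change of 4.25 (adjusted p = 0.000113, limma), which was 3.69 without *Pich*-KO sample 1. *Apol9a* had 104 and 48 reads in *Pich*-KO and 3 and 3 in *Pich*-WT, and the mean of the 2 *Pich*-KO samples was at least 31.4-fold higher. The fitted log2 fold change of *Apol9a*, 4.45 and 3.93 without *Pich*-KO sample 1, depends on the pseudocount. Its paralog *Apol9b*, named after its values were seen, rose too, from 7.28 ± 8.09 to 121 ± 76.0, so reads shared between the paralogs stay possible for both. *Usp18* belongs to the interferon response list, whose median lay at percentile 100 of 10000 lists matched on gene length and expression, and of as many matched on coding length. Against *Pich*-WT sample 1 alone, which has Y-linked reads as the *Pich*-KO samples do, the log2 fold changes of *Met*, *Hsh2d* and *Slfn4* were 4.18, 5.52 and 4.60, which argues against sex as the whole cause, on 1 *Pich*-WT library. Other differences between the groups were not tested for these genes.

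Outside the genes the paper discusses, the list of 20 p53 target genes had a median log2 fold change of 0.23 and an adjusted camera p of 0.0323 over 9 lists, with 7 members higher and 4 lower at an adjusted p of 0.05 (limma). *Trp53inp1* rose most (log2 fold change 2.23, adjusted p = 0.00437, limma) and *Fas* fell most (−1.54, adjusted p = 0.037, limma, but 0.061 with a pseudocount of 0.1, 0.08 without a filter on the mean and 0.174 without a variance trend). Over the alternatives that give one, the adjusted p ran from 0.0203 with DESeq2 to 0.566 with camera at an estimated correlation. Without *Pich*-KO sample 1 the median was 0.0604. Members go both ways, so p53 activation cannot be told apart from no change of the list as a set.

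The list of 26 G2/M genes had a median log2 fold change of 0.16 and an adjusted camera p of 0.0139, with 7 members higher, *Kif11* most (1.03, adjusted p = 0.000485, limma), and 2 lower, *Nusap1* most (−0.43, adjusted p = 0.0383, limma, but 0.0539 with a pseudocount of 0.1, 0.0691 without a filter on the mean and 0.337 without a variance trend). Over the alternatives the adjusted p ran from 0.0128 without a filter on the mean to 0.566 with an estimated correlation, and was 0.254 under fry. Without *Pich*-KO sample 2 the median was 0.05. A larger share of cells in G2 or M phase cannot be told apart from no change, because members go both ways and the call changes among the alternatives.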

How the results depend on the processing

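The fit without a variance trend, added after the data had been seen, called 0 genes higher and 0 lower, against 2459 and 3113 with the trend. It called 0 genes of Figure 3A higher, against 15 with the trend. Without the trend 7377 genes had an unadjusted p under 0.05. The median log2 fold changes are the same in both fits, and the difference comes from the prior variance alone. No count in the other fits fell to 0. Higher and lower genes numbered 2091 and 2651 with a pseudocount of 0.1, 1840 and 2326 without a filter on the mean, 2937 and 3135 with at least 10 counts in every sample, 2605 and 3176 with DESeq2, and 3165 and 3394 with edgeR and upper-quartile scaling. Of the genes higher and lower in the reported fit, 2412 and 3073 were also called by edgeR with TMM on the recovered reads. At a minimum absolute log2 fold change of 1, 901 genes were higher and 2241 lower, since fewer genes can pass. The genes of Figure 3A that were higher past the threshold numbered 12 to 16 under the alternatives other than the fit without a trend.

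The replicate numbers pair nothing that the paper or the labels name, and same-numbered samples did not deviate together (correlation of the deviations 0.013 over 10544 genes, which are not independent replicates). With the replicate number as a block, 3122 genes were higher and 3874 lower, and the Y-linked list, at a median of 4.52, passed the threshold, as did *Acod1*, *Kit* and *Xist*. That list rests on *Pich*-WT sample 2, which has no reads on its genes, and without this sample its median was 0.40. With at least 10 counts in every sample no Y-linked gene was left to test.

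With camera at an estimated correlation, no list tested passed an adjusted p of 0.05. The medians of these lists do not depend on the set test and were 0.53 for the cGAS pathway, 1.80 for interferon response, 0.23 for p53 targets, 0.16 for G2/M, −0.96 for stem cell, −1.86 for erythroid, −0.79 for hepatocyte and −4.84 for macrophage genes. The interferon response, cGAS pathway, erythroid and macrophage lists passed under every other set test and fit. Under fry the p53, G2/M, stem cell and hepatocyte lists did not pass, nor the stem cell list under fgsea. With edgeR on reads, whose list tests used the ranked statistics, the p53, G2/M, stem cell and hepatocyte lists did not pass, at medians of 0.30, 0.20, −0.93 and −0.77 with upper-quartile scaling and of 0.29, 0.19, −0.94 and −0.78 with TMM. The p53 and G2/M lists did not pass with at least 10 counts in every sample or without the variance trend, at unchanged medians of 0.23 and 0.16. The cause was not tested.

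Leaving out 1 sample leaves 1 sample in a group, so these are values with no test. Across the 4 fits that each left out one sample, the median log2 fold change of the interferon response list ran from 1.44 to 2.04, that of the cGAS pathway list from 0.48 to 0.54, that of the p53 list from 0.0604 to 0.48, that of the erythroid list from −2.25 to −1.78 and that of the macrophage list from −5.12 to −4.68. The G2/M list ran from 0.05 to 0.28. None of 224 such values of the 56 named genes changed sign. In all of these genes but *Acod1* and *Xist* the groups did not overlap, and leaving out 1 sample could not change the sign. *Ifit3* fell from 1.92 to 1.07, *Ifit2* from 1.28 to 0.64 and *Igtp* from 1.05 to 0.69 without *Pich*-KO sample 1. Of 434 other results for named genes, 359 kept their direction and side of the threshold, 68 were weaker, 50 of them without the variance trend, and 7 were stronger.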

Other observations

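Some tests in this part were chosen only after the result was seen. These are the tests on sex, on the general share of LSK cells and on the macrophage share behind the interferon response. Others are those on the macrophage share in the 2 *Pich*-KO samples and on the cGAS members that interferon does not raise. The tests on gene length outside the coding sequence and RNA integrity are also among them. The separate macrophage, endothelial, progenitor, B, T and NK cell and outside RNA polymerase lists belong to the second family. They were written after the values of the first lists had been seen, but before their own.

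Macrophage genes were lower in *Pich*-KO LSK cells, with 11 of 11 list members lower in both samples and past an adjusted p of 0.05 (limma), and a median log2 fold change of −4.84; groups of 2 against 2 do not overlap by chance in 33.3% of genes. *C1qb*, named after its values were seen, fell from 9924 ± 343 to 383 ± 5.32 normalized counts (SD, n = 2). The genes with the smallest log2 fold changes by the rule fixed before the data were examined were *H2-Aa* (−7.70, adjusted p = 2.2e-05, limma), *H2-Eb1* (−7.66), *Fcna* (−7.41), *Adrb1* (at least 68.6-fold lower) and *Marco* (−7.22). *Marco* had 3 reads in *Pich*-KO sample 1 and 68 in sample 2, and its value was −5.12 without sample 1, −9.32 without sample 2 and −6.07 with edgeR and TMM. Without *Pich*-KO sample 1 and without sample 2 the value of *H2-Aa* was −8.26 and −7.14, and that of *Fcna* −6.73 and −8.09. A separate list of 18 macrophage genes, 0 of them in another list, had a median of −3.34, and a list of 15 endothelial genes had a median of −3.57, with an adjusted p of 7.6e-17 by camera and of 0.0500 by fry, at the threshold. Stem cells also express 5 of the endothelial genes, and the median of the other 10 was −3.90. *Lyve1* and *Gpr182*, named after their values were seen, fell from 9382 ± 2913 to 235 ± 129 and from 6107 ± 1839 to 145 ± 77.6. A lower share of LSK cells in the *Pich*-WT samples, with more of every other type alike, is argued against by the gap of −4.05 between the medians of the macrophage and hepatocyte lists. Against *Pich*-WT sample 1 alone, which has Y-linked reads as the *Pich*-KO samples do, the macrophage median was −5.07, which argues against the sex of the embryos as the whole cause, on 1 *Pich*-WT library. A candidate explanation is that fewer macrophages and endothelial cells, or fewer of their transcripts, were among the sorted *Pich*-KO cells. Whether the sort or the embryos differed was not tested. The B, T and NK cell list had a median of −0.66, and the erythroid list −1.86, with *Hbb-bs* falling from 17519 ± 2641 to 1935 ± 20.3.

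For the interferon response list (median 1.80), a larger share of macrophages in *Pich*-KO is argued against by the opposite moves of the lists. The difference of 6.64 between their medians is mostly the macrophage fall of −4.84. It cannot decide whether a smaller share of macrophages raised the relative level of the list. Against *Pich*-WT sample 1 alone the median was 1.80, which argues against sex as the whole cause, on 1 *Pich*-WT library. Under TMM scaling of the recovered reads it was 1.85. The list lay at percentile 100 of 10000 lists matched on expression and gene length, whose highest median was 0.50, and of as many matched on coding length, whose highest was 0.41. *Pich*-KO sample 1 exceeded sample 2 in 50 of the 51 genes, with a median log2 ratio of 0.51. A different share of macrophages in the 2 samples cannot be told apart, at a ratio of 0.18 on the separate macrophage list, because 12 of its 18 genes were higher in sample 1 and the others were not, and 1 library is set against 1. The endothelial list was higher in sample 1 in 15 of 15 genes, with a median log2 ratio of 0.99.

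Stem cell genes other than *Ly6a* and *Kit*, 9 genes, had a median log2 fold change of −1.38, with 7 lower at an adjusted p of 0.05 (limma), *Procr* most (−2.88, adjusted p = 0.000872). *Ly6a*, which encodes Sca-1 and is raised by interferon, rose from 981 ± 113 to 3282 ± 430 (adjusted p = 0.000167, limma), and *Kit* from 2421 ± 131 to 3610 ± 1184 (adjusted p = 0.114, limma, and 0.0178 with DESeq2 to 0.419 without a variance trend over the alternatives without the replicate block); without *Pich*-KO sample 1 its log2 fold change was 0.20. Against *Pich*-WT sample 1 alone the median was −1.30, which argues against sex as the whole cause, on 1 *Pich*-WT library. The megakaryocyte-erythroid progenitor list had a median of −0.82, which argues against more of these cells in the LSK gate. The myeloid and lymphoid progenitor lists had medians of 0.50 and 0.65, with adjusted camera p of 0.37 and 0.148 over 7 lists, and more of these progenitors cannot be told apart because members go both ways. Named after its values were seen, *Mpo* rose from 11442 ± 1543 to 72570 ± 25346. A hypothesis left open is that a Sca-1 gate holds other cells where interferon raises *Ly6a*, and the adjusted camera p of 0.37 for the myeloid list does not decide it. By flow cytometry the paper found more LSK and MPP3 cells and fewer ST-HSCs in *Pich*-KO fetal livers. Such a shift within the gate cannot be told apart here either.

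In the cGAS pathway list, the members not counted as raised by interferon still had a median of 0.33. Interferon-induced members may thus not be the whole of the rise. That median rests largely on the RNA polymerase subunits, which had a median of 0.53. For the remaining members the camera p was 0.531. The remaining members went both ways, from −1.96 to 0.80 with a median of 0.03, with 4 higher and 5 lower at an adjusted p of 0.05 (limma), so their median does not show that none rose. The list of cGAS, STING and the genes that act with them, 7 genes tested, had a median of 0.80, with 5 higher and 0 lower. Of the 5 higher genes, *Irf7* and those of cGAS and STING were themselves counted as raised by interferon. RNA polymerase subunits outside the list rose as well, with a median of 0.48, 14 of 14 higher in both *Pich*-KO samples than in both *Pich*-WT samples (chance gives no overlap, either way, in 33.3% of genes), 6 of them past an adjusted p of 0.05 (limma), and an adjusted camera p of 4.0e-07, which argues against a rise limited to the DNA-sensing pathway. *Polr1a* and *Polr2a*, outside the list and named after their values were seen, rose by log2 fold changes of 1.12 and 1.00. *Polr3a*, a member of the list also named after its values were seen, rose by 0.94.

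Genes with coding sequences of at least 5000 bases and a mean of at least 100, 417 genes, had a median log2 fold change of 0.48, and 25.4% were at least 2-fold higher, against 0.00 and 4.58% for 5547 genes with at most 1500 bases. At least 2-fold lower were 10.1% of the long and 14.9% of the short genes. The median lay at percentile 100 of 10000 lists matched on expression, whose highest was 0.11, which argues against expression level. Genes with a short coding sequence and a total length of at least 7000 bases had a median of 0.00882, which argues against gene length outside the coding sequence. Between the *Pich*-KO samples the difference between long and short genes was 0.0809 and between the *Pich*-WT samples 0.02, against 0.47 between the groups. A difference in RNA integrity or library preparation between the groups cannot be told apart from genotype, because it would follow the groups. Among the long genes named after their values were seen, *Fasn* rose from 669 ± 16.8 to 4298 ± 259, *Heatr1* from 269 ± 14.7 to 2151 ± 70.2 and *Cad* from 839 ± 201 to 5483 ± 416.

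For genes on the paper's list of RT-PCR primers, the LSK libraries gave the following values, with no explanation tested. *Ifna4* was at least 4.18-fold higher in *Pich*-KO, with 8 and 12 reads against 1 and 0. *Ifit2* had a log2 fold change of 1.28 (adjusted p = 0.0436, limma), which was not past the threshold with a pseudocount of 0.1 (0.101), without a filter on the mean (0.136), with DESeq2 (0.0573) or without a variance trend (0.284), and was 0.64 without *Pich*-KO sample 1. *Ifi27* had a log2 fold change of 2.32 (adjusted p = 0.00019, limma). *Ifng* fell from 79.4 ± 30.5 to 12.2 ± 4.37 normalized counts (adjusted p = 0.00557, limma). *Ifnar1*, a type I IFN receptor gene that is not on that list, had a log2 fold change of −0.56 (adjusted p = 0.0185, limma).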
